A study of Caenorhabditis elegans with 6 samples.

How the data were processed

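RNA was measured in pools of sorted cells from first-stage larvae of the nematode Caenorhabditis elegans. Per the labels, each library was made from a pool of 500 cells with doubled DNA content, by an adapted CEL-seq protocol. CEL-seq adds a barcode to each sample during reverse transcription, pools the samples, amplifies the RNA by in vitro transcription and reads the 3′ end of transcripts. There were 3 intestinal libraries and 3 libraries of non-intestinal cells that divide in the same stage. The animals carried a transgene in which the elt-2 promoter drives a red fluorescent membrane and histone reporter.

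The authors deposited 1 table of raw counts, with whole numbers per row and library and no normalization. The aligner, counting tool, genome build, annotation, strand use and any use of molecular identifiers are not stated in the labels or in the table. Counts may therefore include amplification copies of one molecule, and the intervals and floors given here cover counting error only. Without a stated strand and build, counts of overlapping genes, antisense genes and near-identical gene copies are uncertain, and positions are not given.

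The table had 15472 rows. Of these, 14605 carried worm gene sequence names, 825 carried names starting with RIT, 41 were spike-in RNAs and 1 was the reporter. The meaning of the RIT names is not given by the labels. RIT rows took from 0.376% to 0.782% of a library's counts and spike-in rows at most 0.0142%. Only worm gene rows entered library totals and tests. Symbols came from a RefSeq gene table of assembly WBcel235, used for names alone, in which 14387 of the gene rows were found. The other 218 rows kept their sequence names. Every column of the table belonged to a labelled sample.

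Totals of worm gene counts ranged from 1222704 to 21040813 per library, a 17.2-fold range. A count of 0 allows up to 3 counts, which is 2.45 CPM in the smallest library and 0.143 CPM in the largest. A gene was treated as at the floor in a group when each of its libraries had at most 3 counts, and a fold against such a group was computed against the floor and is a lower bound.

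Intestinal libraries were compared with non-intestinal libraries by the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust estimation, TMM normalization and group as the only term. The filter was filterByExpr by group, with a minimum count of 10 and a minimum total of 15, which left 9203 genes. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. CPM values used TMM-scaled library sizes, and log2 CPM for principal components and correlations had a prior count of 3.

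A set of 9 gene lists holding 172 genes was fixed, of which 167 were in the table. The genes asp-1, rol-6, ife-1, meg-1 and let-502 were not analysed here. Each list was tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over the 9 lists. Lists were also tested with fry and with a correlation estimated by camera. Totals and detected genes were compared by exact two-sided permutation tests, in which 3 libraries against 3 cannot give a p below 0.1. Detected genes were counted after each library had been downsampled to 1222704 counts.

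The named genes followed a rule. It admitted elt-2 and the genes of the intestinal, central spindle and contractile ring lists, and called genes of the other lists. It also admitted the 6 called genes with the largest log2 fold change in each direction, among those with average log2 CPM above the median of tested genes and no overlap between groups. Other genes are named only with a statement that they were chosen after their values were seen. The samples' groups, this rule, the lists, the tests of the Results and the alternatives were chosen before the data were examined. The exception was 1 alternative that added the RIT rows. Most tests in the additional observations were chosen later, as stated there.

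Replicate numbers 1, 2 and 3 occur in both groups, so it was checked whether they pair the libraries. The deviations of log2 CPM from the group mean correlated across genes at 0.278, 0.157 and 0.279 for libraries with the same number, and between −0.256 and 0.0695 for libraries with different numbers. The second principal component also parted replicate 3 of both groups from the rest. Replicate 3 was the shallowest library of each group, so depth could give this pattern without a shared preparation. Deviations within a group cancel out, so the lower values for different numbers are not separate evidence. The numbers were taken to pair the libraries, though these checks cannot settle it. A fit with the replicate number as a block was an alternative. The labels give all 6 libraries as separate replicates. No pair of libraries of one group agreed within counting noise, with a chi-square per degree of freedom from 34.8 to 195 over genes with at least 20 summed counts. This check would find one library deposited again, and cannot tell separate pools from repeat preparations of one pool.

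The alternatives were RLE size factors, library totals without a composition factor, removal of the 10 most abundant genes, no filter beyond 1 count, at least 10 counts in every library of one group, equal depth by downsampling, the replicate block, omission of each library in turn, the Wald test of DESeq2 1.42.0, estimation without the robust option, an absolute log2 fold change of at least 1, and an adjusted p under 0.01. DESeq2 gave no adjusted p for 26 genes. Detected genes were also counted at a minimum of 3 counts and at the deposited depth.

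The edgeR and camera steps were tested on simulated data in 5 runs, with 8677 genes tested per run on average and 200 changed genes in each. They recovered 65.6% of the genes planted at a log2 fold change of 4 and 33.6% of those planted at 3, with a mean of 4.2 false calls and 0 calls in the wrong direction. Both planted lists were called, each in a separate run of its own, and 0 of 45 unplanted lists were called in the 5 runs. The simulated genes were independent of each other, so these runs do not test the lists under correlated genes. Changed genes were planted equally in both directions and were far fewer than the genes called in the data. Recovery in the data may therefore differ, and the scaling of the libraries was not tested. Figures were drawn with matplotlib 3.10.9.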

Results

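The series profiled messenger RNA in 2 kinds of sorted cells from first-stage Caenorhabditis elegans larvae, with 3 libraries of intestinal cells and 3 libraries of non-intestinal cells that divide in that stage. In this stage intestinal cells go through nuclear division without cytokinesis, whereas the comparison cells divide. The design implies 1 comparison, intestinal against non-intestinal cells, which asks how the transcripts of the intestinal cells differ, including those of the division machinery.

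Worm gene counts were 16946197, 21040813 and 1222704 in intestinal replicates 1, 2 and 3, and 4912430, 19968366 and 1576441 in non-intestinal replicates 1, 2 and 3. The mean was 13069905 ± 10462246 in intestinal libraries and 8819079 ± 9798579 in non-intestinal libraries (SD, n = 3 each). The difference in means of 4250826 counts was within the spread between replicates (exact two-sided permutation p = 0.8, smallest possible 0.1). Replicate 3 was the shallowest library of each group. At equal depth, 8982 ± 752 genes were detected in intestinal libraries and 9541 ± 270 in non-intestinal libraries (SD, n = 3 each). This difference of −558.7 genes had an exact two-sided permutation p of 0.2, and at the deposited depth it was −175.7 genes (exact permutation p = 0.9). These tests did not use the replicate numbers as pairs. At equal depth the intestinal library had fewer detected genes for each number, with 9075 against 9689, 9684 against 9705 and 8188 against 9229. At the deposited depth it had fewer for replicate 3 and more for replicates 1 and 2. Leaving out 1 library at a time gave from −909.5 genes (without intestinal replicate 2) to −161.5 (without intestinal replicate 3) at equal depth. The difference in total counts then ranged from 265371.5 (without intestinal replicate 2) to 10174426 (without intestinal replicate 3).

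The sorting label was examined first. The endogenous gene elt-2 (C33D3.1), whose promoter drives the reporter, had 512, 662 and 74 counts in intestinal replicates 1, 2 and 3, and 1, 38 and 0 counts in the non-intestinal replicates. Its level was 46.7 ± 11.2 CPM in intestinal and 0.629 ± 0.954 CPM in non-intestinal libraries (SD, n = 3 each), a log2 fold change of 5.81 ± 1.10 (SE) with an edgeR adjusted p of 0.0046. The gene was called in each of the 6 fits that left out 1 library. In 5 of them this log2 fold change ranged from 5.57 to 5.99. Without non-intestinal replicate 2 the remaining non-intestinal libraries were at the floor, and elt-2 was at least 58.4-fold higher. The reporter itself had 147, 92 and 4 counts in the intestinal libraries and 1, 0 and 0 in the non-intestinal libraries, where it was at the floor.

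Expression profiles separated by cell type. The first principal component of log2 CPM held 60.8% of the variance and parted the groups, and the second held 21.7% and set replicate 3 apart in both. Across genes, log2 CPM correlated between 0.808 and 0.920 among intestinal libraries, between 0.791 and 0.900 among non-intestinal libraries, and between 0.425 and 0.674 across the groups.

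**Figure D1:**
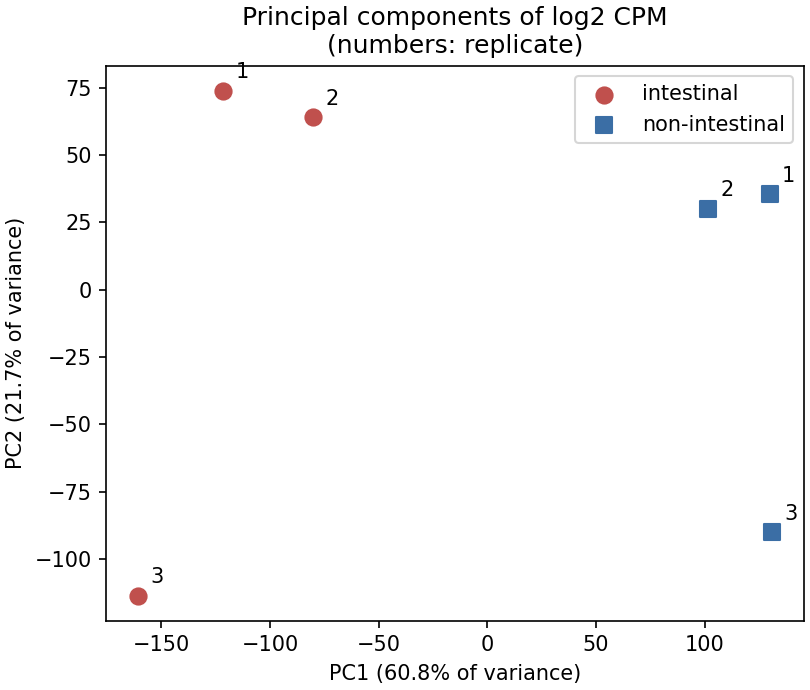
First and second principal components of log2 CPM over 9203 genes, one point per library, with circles for intestinal and squares for non-intestinal libraries and the replicate number beside each point. The first axis (60.8% of variance) separates the groups and the second (21.7%) separates replicate 3 of each group from replicates 1 and 2.

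Of 9203 genes tested, 1949 had an edgeR adjusted p under 0.05, of which 1246 were higher and 703 lower in intestinal cells. The common biological coefficient of variation was 0.731, and the smallest absolute log2 fold change among the called genes was 1.12. The groups did not overlap in CPM for 1936 of the called genes and for 4180 of the tested genes, or 45.4% where chance gives 10%. Among the called genes, 214 of the higher ones had each non-intestinal library at the floor, and 72 of the lower ones had each intestinal library at the floor. The alternatives that moved the total most were the DESeq2 Wald test, which called 3057, and the stricter threshold of 0.01, which left 842. Without intestinal replicate 1 the total was 986, with 788 genes higher and 198 lower. The number of lower genes was also 380 without non-intestinal replicate 1 and 350 without non-intestinal replicate 2.

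The scaling of the libraries affected the balance of the directions. The median log2 fold change of the tested genes was −0.34 under TMM, −0.28 under RLE and −0.84 under library totals alone. The called genes were 63.9% higher in intestinal cells under TMM and 44.3% under library totals alone. Each list median kept its sign under both scalings. List medians are therefore also given relative to the median of the tested genes.

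Under the naming rule, which ranks fitted log2 fold changes, the highest genes were R07C12.2, aex-4 (T14G12.2), F55G11.8, acs-7 (C01G6.7), Y66H1A.5 and C50A2.3. Each had at most 2 counts in any non-intestinal library. Against the floor, R07C12.2 was at least 94.2-fold higher, Y66H1A.5 at least 88.7-fold, aex-4 at least 71.1-fold, acs-7 at least 70.4-fold, F55G11.8 at least 59.5-fold and C50A2.3 at least 52.4-fold higher. On the log2 scale these bounds ran from 5.71 to 6.56, below the fitted 7.34 of the intestinal marker pgp-1. That these genes rose most is therefore not established. R07C12.2 reached 70.5 ± 56.6 CPM and aex-4 53.2 ± 68.3 CPM in intestinal libraries (SD, n = 3), the latter with 1577, 441 and 4 counts. In intestinal replicates 1, 2 and 3 this was 136, 36.4 and 39.3 CPM for R07C12.2, and 131, 25.4 and 3.21 CPM for aex-4. The bounds use the group mean, so for both genes they rest most on replicate 1. The edgeR adjusted p-values of the genes named here lay between 0.00042 and 0.0052.

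The genes with the largest decrease were oma-2 (ZC513.6), glp-1 (F02A9.6), C55B7.11, Y54E2A.8, R11A8.1 and rga-3 (K09H11.3). The gene oma-2 fell from 67.5 ± 13 CPM in non-intestinal libraries to 0.419 ± 0.337 CPM in intestinal libraries (SD, n = 3), with a log2 fold change of −7.82 ± 0.92 (SE, edgeR adjusted p = 0.00060). For glp-1 the levels were 41.5 ± 17.5 and 0.363 ± 0.406 CPM, with a log2 fold change of −7.52 ± 1.27 (SE, edgeR adjusted p = 0.0026). In intestinal replicates 1, 2 and 3 there were 2, 5 and 1 counts of oma-2, and 0, 5 and 1 of glp-1. The sizes of these 2 decreases are therefore uncertain, being set by counts near the floor. The remaining genes had log2 fold changes from −6.37 for C55B7.11 to −5.73 for rga-3. These 12 genes were called in each of the 6 fits that left out 1 library.

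The 9 fixed lists gave the direction of change for cell types and processes. Of 15 tested intestinal markers, 15 were called higher, also when adjusted over the list alone, with a median log2 fold change of 6.29, or 6.62 above the median of the tested genes. With elt-7, nhx-2 and ftn-1 at their lower bounds the list median was 5.81. The brush border actin act-5 (T25C8.2), a member of a family of similar genes, reached 4205 ± 413 CPM in intestinal and 97.1 ± 57.7 CPM in non-intestinal libraries (SD, n = 3 each). The intermediate filament gene ifb-2 (F10C1.7) reached 1618 ± 343 and 20.8 ± 10.1 CPM. The smallest change in the list was that of spl-1, with a log2 fold change of 2.73, whose edgeR adjusted p rose from 0.017 to 0.090 without intestinal replicate 1.

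Germline markers had the lowest median, −4.04, or −3.70 relative to the tested genes, with 13 of 15 called lower and 15 when adjusted over the list alone. Muscle markers had a median of −1.29 with 16 of 16 fold changes negative and 0 called, also 0 when adjusted over the list alone. Under the replicate block 7 of them were called lower, and 11 when adjusted over the list alone. Epidermal and seam markers had a median of −2.28. In that list nhr-23 (C01H6.5) was called lower, with a log2 fold change of −3.47, and elt-3 (K02B9.4) higher, with 2.18 (edgeR adjusted p = 0.049). The call of elt-3 was lost under the replicate block (edgeR adjusted p = 0.057) and in each of the 6 fits that left out 1 library. It was also lost under library totals alone and without a filter (edgeR adjusted p = 0.089 and 0.093). Adjusted over the list alone, 2 epidermal genes were lower and 1 higher. Under the replicate block 3 were called lower and 0 higher, and 6 were lower and 1 higher when adjusted over the list alone. Neuronal markers had a median of −0.26, or 0.072 above that of the tested genes, and egl-21 (F01D4.4) was their 1 called gene, with a log2 fold change of 2.08, also when adjusted over the list alone. Without intestinal replicate 2 its edgeR adjusted p was 0.091.

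By camera, 8 of the 9 lists passed an adjusted p of 0.05. The adjusted p was 4.3e-16 for intestinal markers, 8.5e-11 for mitosis genes, 9.4e-09 for germline markers, 4.0e-06 for DNA replication genes, 0.00011 for contractile ring genes, 0.00023 for central spindle genes, 0.016 for muscle markers, 0.033 for epidermal and seam markers and 0.88 for neuronal markers. Under fry, which allows for correlation between genes, muscle markers were not past the threshold (adjusted p = 0.13, and 0.079 under the replicate block) and the other 7 were, at adjusted p from 0.0020 to 0.016. Fry tests whether a list changes at all, whereas camera tests it against the other genes. A pass under fry therefore does not repeat the camera result. With the correlation estimated from the data, 0 lists passed, at adjusted p from 0.12 to 0.95. Camera with the preset correlation also called from 2 to 9 lists in the other groupings of the same 6 libraries, so its p-values alone do not set the real grouping apart. Without intestinal replicate 3 the muscle list had a camera adjusted p of 0.057. For epidermal and seam markers it was 0.079 at equal depth and 0.051 under the filter of 10 counts.

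**Figure D2:**
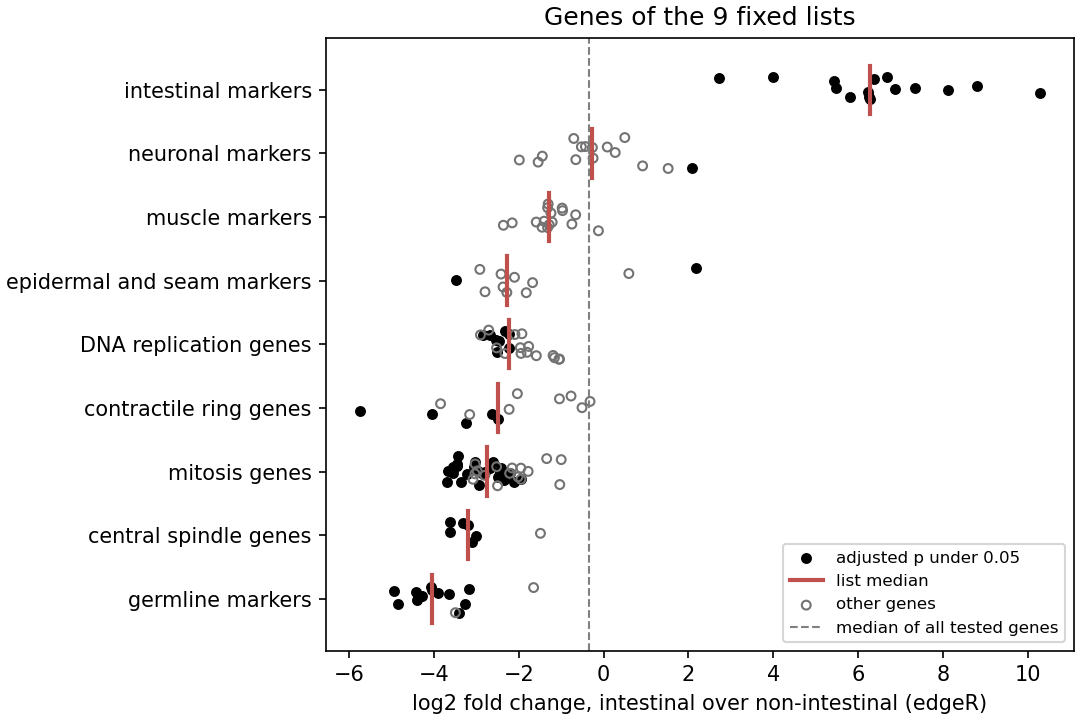
The log2 fold change of intestinal over non-intestinal cells for each tested gene of the 9 fixed lists, with filled points for genes at an edgeR adjusted p under 0.05, open points for the others, a vertical bar at each list median and a dashed line at the median of the tested genes (−0.34). Intestinal markers lie at positive values around 6.29, and the genes of the 4 division lists other than rga-4 (−0.32) and of the germline list lie below the dashed line, while neuronal markers fall on both sides of it.

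The 4 lists of division genes were each lower in intestinal cells. Among their 83 tested genes, 83 had a negative log2 fold change, 43 were called lower and 0 were called higher. The median log2 fold change was −2.74 for mitosis genes, −2.22 for DNA replication genes, −3.19 for central spindle genes and −2.49 for contractile ring genes. Relative to the tested genes these were −2.41, −1.88, −2.86 and −2.16. The lists had 24 of 40, 8 of 23, 6 of 7 and 5 of 13 genes called lower, in that order, and 35, 13, 6 and 8 when adjusted over the list alone. Under the replicate block 14 of the 23 DNA replication genes were called lower.

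The central spindle is the bundle of microtubules that forms between separating chromosomes and positions the cleavage furrow. Within this list, spd-1 (Y34D9A.4) fell from 75.3 ± 19.8 CPM in non-intestinal to 7.63 ± 2.39 CPM in intestinal libraries (SD, n = 3 each), with a log2 fold change of −3.30 ± 0.66 (SE, edgeR adjusted p = 0.0060). The level of icp-1 (Y39G10AR.13) was 72.8 ± 5.68 against 5.62 ± 3.93 CPM, with a log2 fold change of −3.61 ± 0.75 (SE, edgeR adjusted p = 0.0074). Called lower as well were zen-4 (−3.63), csc-1 (−3.19), cyk-4 (−3.10) and air-2 (−3.0), with edgeR adjusted p from 0.020 to 0.048. The gene bir-1 was not called, with a log2 fold change of −1.49 (edgeR adjusted p = 0.39). In the 6 fits that left out 1 library, spd-1 and icp-1 were called in each, zen-4 in 5, csc-1 in 3, cyk-4 in 2 and air-2 in 1. Among these genes, which leave out bir-1, the highest edgeR adjusted p was 0.15, for cyk-4 without intestinal replicate 1. Intestinal replicate 3, the shallowest library, had 1 count each for zen-4 and cyk-4.

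Contractile ring genes build or regulate the actomyosin ring that closes the furrow. The called genes were rga-3, nop-1, ani-1, ect-2 and nmy-2. The level of ani-1 (Y49E10.19) was 575 ± 164 CPM in non-intestinal and 59.8 ± 43.4 CPM in intestinal libraries (SD, n = 3 each), with a log2 fold change of −3.25 ± 0.65 (SE, edgeR adjusted p = 0.0062). For nop-1 (F25B5.2) the log2 fold change was −4.04 ± 0.79 (SE, edgeR adjusted p = 0.0055). The gene rga-3 fell by 5.73 ± 0.88 on the log2 scale (SE, edgeR adjusted p = 0.0016), while rga-4 had a log2 fold change of −0.32 (edgeR adjusted p = 0.75). These are related genes and the counting could have divided reads between them, so that their separate values are uncertain. The calls of rga-3, nop-1 and ani-1 held in each of the 6 fits that left out 1 library, that of nmy-2 in 3 and that of ect-2 in 2.

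Other contractile ring genes were not called. The septin unc-59 (W09C5.2) had a log2 fold change of −3.16 ± 1.03 (SE, edgeR adjusted p = 0.051), and its call depended on the processing. It was called under the replicate block, with −3.81 (edgeR adjusted p = 0.017), and by DESeq2 (DESeq2 adjusted p = 0.0031). It was also called under RLE, under library totals alone, without a filter, with the filter of 10 counts and without robust estimation (edgeR adjusted p = 0.036, 0.025, 0.00042, 0.040 and 0.048). It was not called at equal depth or without the 10 most abundant genes (edgeR adjusted p = 0.054 and 0.051). Of the 6 fits that left out 1 library, 2 called it, those without intestinal replicate 2 or 3. The edgeR adjusted p was 0.064 for unc-61, 0.095 for mel-11, 0.12 for cyk-1, 0.21 for mlc-4, 0.22 for pfn-1 and 0.41 for rho-1. Under library totals alone unc-61, mel-11, pfn-1 and cyk-1 were called as well (edgeR adjusted p = 0.035, 0.040, 0.040 and 0.049). DESeq2 called unc-61, mel-11 and cyk-1 (DESeq2 adjusted p = 0.0078, 0.021 and 0.036), and mel-11 was also called without a filter and at equal depth (edgeR adjusted p = 0.042 and 0.049). Of the fits that left out 1 library, 1 each called unc-61, mel-11 and cyk-1. The log2 fold changes of pfn-1 (−0.77) and rho-1 (−0.51) were near the median of the tested genes, −0.34.

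**Figure D3:**
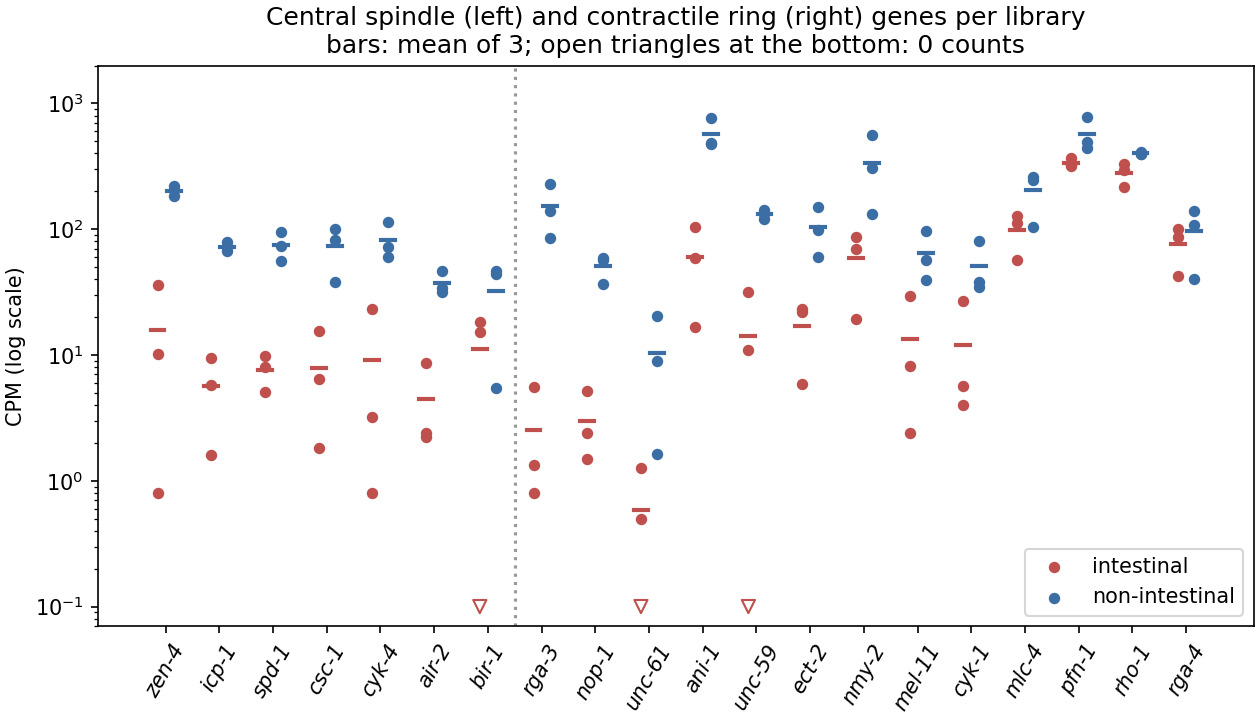
CPM on a log axis for the 7 central spindle and 13 contractile ring genes tested, one point per library (3 intestinal, 3 non-intestinal), with a bar at each group mean and an open triangle at the bottom where a library had 0 counts. For 6 of the central spindle genes each intestinal point lies below each non-intestinal point, whereas the groups overlap for bir-1, mlc-4 and rga-4.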

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

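The tests of the spike-in and RIT rows were chosen after their values had been seen. Both are signals in rows that the comparisons of the report do not use, and both lay above the 3 counts that a count of 0 allows in each library. Groups of 3 libraries are too small for a test of single outlying libraries.

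Spike-in RNAs had 95, 660 and 111 counts in intestinal replicates 1, 2 and 3, and 33, 760 and 225 counts in non-intestinal replicates 1, 2 and 3. As CPM of all rows this was 5.58 (95% Wilson interval 4.57 to 6.83), 31.2 (28.9 to 33.7) and 90.2 (74.9 to 109) against 6.69 (4.76 to 9.40), 37.9 (35.3 to 40.7) and 142 (124 to 161). The ratio of intestinal to non-intestinal share was 0.835, 0.823 and 0.637 in pairs 1, 2 and 3, and the intervals overlap in pair 1. A lower share in the intestinal library of each pair may come from more worm RNA per intestinal pool if equal amounts of spike-in were added, which the labels do not state. An exact two-sided sign-flip test over the pairs gave p = 0.25, which is the smallest that 3 pairs allow. A larger RNA yield and unequal spike-in addition or recovery cannot be told apart, because 3 pairs are too few and the amounts added are not stated. The share also rose from replicate 1 to replicate 3 in both groups, by more than it differed between the groups.

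RIT rows had from 7892 to 106062 counts in a library. Their share was 3758, 5015 and 6413 CPM in intestinal replicates 1, 2 and 3, and 3999, 3868 and 7822 CPM in the non-intestinal replicates, highest in replicate 3 of both groups. The ratio within pairs was 0.940, 1.30 and 0.820, so it had no common direction. When these rows were added to the edgeR fit, 186 passed the filter and 49 were called between the groups, 21 higher and 28 lower in intestinal cells, or 26.3% of those tested. Of all worm genes tested, 21.2% were called. A difference between replicate numbers alone, with no difference between the groups, is argued against by this 26.3%. What stays open is whether the rows are transcripts that differ between the cell types, which was not tested, since the labels do not say what the names stand for. Reads shared with other copies of repeated sequence were not tested either.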

How the results depend on the processing

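The number of called genes depended on the test and the threshold. Against 1949 genes (1246 higher, 703 lower), an adjusted p under 0.01 left 842 genes (692 higher, 150 lower), and the DESeq2 Wald test called 3057, with 1379 lower. Of the 1949 genes, 1935 were also called by DESeq2. Under library totals alone 1337 genes were lower, and of the 1949 genes 1765 remained called. For the stricter threshold the cause is its construction, and for the others the cause was not tested. The totals under the other alternatives that kept all libraries were from 1756 at equal depth to 2399 under library totals alone, and 2389 genes were called among 14605 without a filter. Adding the RIT rows, chosen after seeing the data, gave 1997 calls.

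Across the 6 fits that each left out 1 library, from 986 to 1913 genes were called, from 788 to 1393 higher and from 198 to 647 lower. The smallest values came without intestinal replicate 1, where 50.3% of the 1949 genes remained called. These fits have 2 libraries against 3.

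With the replicate number as a block, 2300 genes were called, 1393 higher and 907 lower, and 1829 of the 1949 genes remained called. Among the lists, elt-2 and 39 other named genes, the block changed the calls of elt-3 and unc-59, given in the report, and no other call. Among all tested genes of the lists it raised the number called lower from 0 to 7 for muscle, 1 to 3 for epidermal and seam, 13 to 15 for germline, 5 to 6 for contractile ring, 24 to 30 for mitosis and 8 to 14 for DNA replication genes.

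The gene elt-2 was called under each alternative tried for it, with a log2 fold change from 5.44 to 6.36. The exceptions, with each non-intestinal library at the floor, were equal depth (at least 23.1-fold higher) and leaving out non-intestinal replicate 2 (at least 58.4-fold higher). With the correlation estimated by camera, the lists kept their medians of 6.29 (intestinal), −2.28 (epidermal and seam), −4.04 (germline), −1.29 (muscle), −3.19 (central spindle), −2.49 (contractile ring), −2.74 (mitosis) and −2.22 (DNA replication), and 0 passed the threshold, at adjusted p from 0.12 to 0.95. Whether a wider variance of the list statistic or another part of that test is the cause was not tested. Muscle markers were also not past it under fry (median −1.29, adjusted p 0.13). Epidermal and seam markers were at a median of −2.29 with at least 10 counts (camera adjusted p 0.051) and −2.28 at equal depth (0.079), and the cause was not tested. Over the fits without 1 library the muscle median ranged from −1.67 to −0.63 and lost its call without intestinal replicate 3. The neuronal median ranged from −0.68 to 0.24, with the direction of the camera test reversed without intestinal replicate 3 (−0.0013) and without non-intestinal replicate 1 (0.24). The other list and setting combinations kept direction and call.

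Over 9 alternatives with all libraries, 39 named genes other than elt-2 gave 347 comparisons, of which 3 became weaker and 16 stronger. Over the fits without 1 library, 233 comparisons gave 28 weaker, 5 stronger and 4 reversed. The reversed ones were rga-4, which ranged from −0.53 to 0.36 and was positive without non-intestinal replicate 2, and unc-54, a muscle gene chosen after its values were seen. It ranged from −0.39 to 0.59 and was positive without intestinal replicate 3 (0.14), non-intestinal replicate 1 (0.59) and non-intestinal replicate 2 (0.10). None of these was called in any of those fits.

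The differences in totals and detected genes cannot reach p under 0.05 with 3 libraries against 3, so their stability under the alternatives says nothing. Depth limits low genes most in replicate 3, where the floor is 2.45 and 1.90 CPM in the intestinal and non-intestinal library.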

Other observations

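The groupings of the samples and the test of equal depth were chosen before their results were seen, and the other tests in this part after.

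The 6 libraries can be split into groups of 3 in 10 ways. Only 1 of the 10 splits, the real one, gave as many called genes as the 1949 found, and 1 of 10 gave as many higher (1246) and as many in one direction as the 703 lower genes. The other splits gave 0 calls, with from 7 to 248 genes at an unadjusted p under 0.05 where the real split had 3174. The real split parts all 3 pairs of replicate numbers, as do 4 of the 10 splits, and of those 4 the real one was again the only one with any call. The other 6 splits part 1 pair and keep the members of the other two together. For the gene lists, 2 of the 10 splits had as many as 8 past the camera threshold, the real one and one with 9. Among the 4 splits that part all pairs the largest other number was 7. With 10 splits the share cannot fall under 0.1, so chance in the grouping cannot be excluded by this count for either result. For lists, camera with its preset correlation of 0.01 did not rank the real split above the others.

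The lower level of the division lists in intestinal cells may be biological or may follow from depth, since intestinal replicate 3 had the fewest counts. The mean total was higher in intestinal libraries and the fit scales for depth, so equal depth tests only what scaling leaves. With each library downsampled to the smallest total, 46 of 80 tested division genes were called lower, against 43 of 83 at the deposited depth, which argues against depth as the whole cause. The composition of the non-intestinal pools stays open. Pools were sorted for doubled DNA content, and whether both kinds held cells at the same stage of division was not tested. Germline markers were the list with the lowest median, and germline precursors are dividing cells that could bring division transcripts. The median level left in the intestinal library, as a share of its non-intestinal pair, was 1.97%, 10.3% and 3.01% for germline markers in pairs 1, 2 and 3, and 9.09%, 23% and 5.09% for the central spindle and contractile ring genes together. The share of the latter was higher in 3 of 3 pairs, and their median log2 fold change was 0.99 less negative (permutation p = 0.0058 over 20 and 15 genes, 0.012 after adjustment for 2 comparisons). Without intestinal replicate 2 this difference was 2.00, or 0.85 with 4 germline markers at the floor put at their lower bounds. Over the other fits without 1 library it was between 0.80 and 1.17. Germline RNA as the source of the difference cannot be told apart from a lower somatic level, because a basal level of these genes in intestinal cells would leave the same residue. The most abundant germline markers, deps-1, prg-1 and csr-1, reached means of 361, 261 and 245 CPM in the non-intestinal and 23.7, 24.0 and 26.5 CPM in the intestinal libraries. Of the 15 germline markers tested, 7 were above the floor in each intestinal library, and 0 genes belong to more than one list.

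A hypothesis for cells that skip cytokinesis is that cytokinesis genes fall more than mitosis genes. The median log2 fold change of the 20 cytokinesis genes was −3.05 and that of the 40 mitosis genes −2.74, a difference of −0.31 (permutation p = 0.45, 100000 resamples of the list labels, two-sided). The difference was between −0.54 and −0.24 under RLE, library totals alone, the replicate block and equal depth, and between −0.49 and −0.10 over the fits without 1 library. The values are consistent with a lower level of division transcripts as a whole, and a preferential fall of cytokinesis genes was not detectable. Within the cytokinesis genes the range was wide, from −5.73 for rga-3 to −0.32 for rga-4. Genes within a list are not independent replicates, so the permutation p describes these libraries.

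Intestinal transcripts were present in the non-intestinal libraries. Over the 15 tested intestinal markers, the median count in the non-intestinal library was 0.195%, 2.07% and 0.756% of that in the intestinal library of pairs 1, 2 and 3. Pair 2 had the highest median, but not the highest share of each gene. The share of act-5 was 0.342%, 3.98% and 5.03%, that of lys-8 1.77%, 5.35% and 25.7%, and that of vha-6 0.157%, 3.60% and 0.756%. A uniform exchange of reads between the barcoded libraries could give each gene the same share within a pair. The smallest one-sided 95% Poisson upper limit on a share was 0.241% for vha-6 in pair 1, 0.651% for nhx-2 in pair 2 and 1.36% for vha-6 in pair 3, and 7, 12 and 6 of the 15 genes lay above it. The 5 most abundant markers departed from one share in 3 of 3 pairs, whether the reads came from the intestinal library of the same number (simulated chi-square p = 0.0085, 1e-05 and 1e-05, the last being the smallest that 100000 resamples give) or from all intestinal libraries (p = 0.020, 1e-05 and 1e-05). These values argue against uniform exchange as the whole cause, while a uniform part below the limits stays open. They cover counting error only. In each pair act-5, which belongs to a family of similar genes, had the highest share of the 5, and without it the p-values were 0.026, 1e-05 and 0.11 for the library of the same number and 0.068, 1e-05 and 0.00073 for all intestinal libraries. RNA from intestinal cells in the non-intestinal pools would keep the proportions of the markers within the spread between intestinal libraries. Over the 5 most abundant markers, the departure from these proportions (sum of squared differences over the expected share) was 0.041, 0.051 and 0.196 in non-intestinal replicates 1, 2 and 3. That of the intestinal libraries, each against the other two, reached 0.073, so 1 of the 3 non-intestinal libraries lay beyond it. On the other side, act-5 made up 67.0%, 69.3% and 80% of these counts in the non-intestinal libraries and from 54.3% to 60.5% in the intestinal ones. The highest share in each pair was that of spl-1, at 3.09%, 22.3% and 58.5%, and spl-1 and lys-8 exceeded each of the 5 in 3 of 3 pairs. These genes were singled out for their high shares, so they exclude nothing for the markers as a set, but one share of intestinal cells would not give their values beside the others. RNA from intestinal cells and transcription of some of these genes in other cells, which was not tested, cannot be told apart, because 1 library beyond the spread is too few.

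The muscle gene unc-54 (F11C3.3), chosen after its values were seen, departed from the other muscle markers. It had 17618, 18301 and 863 counts in intestinal replicates 1, 2 and 3 and 11769, 23102 and 1041 in the non-intestinal replicates, with a log2 fold change of −0.12 (edgeR adjusted p = 0.88). Among the muscle markers with average log2 CPM above the median of tested genes, its log2 ratio of intestinal to non-intestinal CPM was −0.36, 0.0064 and 0.29 in pairs 1, 2 and 3, against medians of −1.08, −0.83 and −2.87 for the other 12 genes. It exceeded each of these 12 in 3 of 3 pairs, by 0.72, 0.84 and 3.16 over their median, where their SD was 0.52, 0.29 and 0.73. Of the muscle markers below that expression level, 1 lay above it in pair 2 and 1 in pair 3. Muscle RNA in the intestinal libraries would carry the other abundant muscle transcripts along. Because unc-54 was picked for standing above them, the smallest excess of 0.72 does not exclude this, and it stays open. A candidate explanation is that transcripts of the reporter end in a sequence shared with unc-54, so that their 3′ reads were counted there. The 243 reporter counts in the intestinal libraries show that the transgene was transcribed, but the labels do not state its 3′ end, and the reporter sequence was not used here. Muscle RNA, reads from the reporter and transcription of unc-54 itself in intestinal cells cannot be told apart, since the gene was chosen from these data and that sequence was not used here.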
